# RNA sequencing data for gamma radiation response in the extremotolerant tardigrade *Ramazzottius varieornatus*

**DOI:** 10.1016/j.dib.2021.107111

**Published:** 2021-05-09

**Authors:** Yuki Yoshida, Daiki D. Horikawa, Tetsuya Sakashita, Yuichiro Yokota, Yasuhiko Kobayashi, Masaru Tomita, Kazuharu Arakawa

**Keywords:** *Ramazzottius varieornatus*, Extremotolerant, Transcriptome sequencing, Gamma ray

## Abstract

Tardigrades are microscopic animals of which terrestrial species are capable of tolerating extreme environments by entering a desiccated ametabolic state known as anhydrobiosis. Intriguingly, they survive high dosage gamma rays (>4,000 Gy), possibly through a mechanism known as cross-tolerance. We hypothesized that anhydrobiosis genes are also regulated during cross-tolerance, thus we submitted *Ramazzottius varieornatus* to 500 Gy ^60^Co gamma-ray and conducted time-course low-input RNA-Seq. The gene expression was quantified with RSEM and differential expression was determined with DEseq2. Differentially expressed genes were submitted to gene ontology enrichment analysis with GOStat. The transcriptome dynamically shifted nine hours post-exposure.

**Specifications Table**

**Table:** 

Subject	Biological sciences
Specific subject area	Omics: Transcriptomics
Type of data	Table Figure
How data were acquired	Total RNA was extracted from approximately 30 individuals per sample with Direct-zol RNA Miniprep and an Illumina sequencing library was constructed with NEBNext Ultra RNA Library Prep Kit for Illumina. The final 24 libraries were pooled and was sequenced on the Illumina NextSeq 500 platform.
Data format	Raw: raw reads (FASTQ) Analysed: RNA-seq data files (counts and DEG lists)
Parameters for data collection	Total RNAs were extracted from 30 individuals of *Ramazzottius varieornatus* in a time-course between 24 hours after exposure to 500 Gy of ^60^Co gamma ray.
Description of data collection	RNA-Seq data was sequenced on a NextSeq 500 platform. Raw reads were mapped to the *Ramazzottius varieornatus* coding sequences (v101) with bowtie2 and quantified with RSEM. Mapped counts were tested with DESeq2 and genes with FDR <0.05 were designated as differentially expressed genes.
Data source location	Institution: Institute for Advanced Biosciences, Keio University City/Town/Region: Tsuruoka, Yamagata Country: Japan
Data accessibility	Repository name: NCBI GEO Data identification number: GSE166661 Direct URL to data: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166661 Repository name: FigShare Data identification number: Direct URL to data: https://figshare.com/articles/dataset/RNA_sequencing_data_for_gamma_radiation_response_in_the_extremotolerant_tardigrade_Ramazzottius_varieornatus/14343788
Related research article	None

## Value of the Data

• These data are the first preliminary data of valuable time-course transcriptome sequence data of the extremotolerant tardigrade, *Ramazzottius varieornatus*, exposed to a high dosage of ^60^Co gamma-ray (500 Gy), providing the community a basis for studying the gamma-ray response in tardigrades.
• These data provide researchers new insights about molecular processes affected after gamma-ray exposure in tardigrades and the expression of genes with unknown functions.
• The data shown here would be a basis of understanding the anti-oxidative stress response in tardigrades, leading to the identification of anhydrobiosis related factors.

## 1 Data Description

This manuscript presents a time-course transcriptomic dataset obtained from the gamma-ray exposure-response of the extremotolerant tardigrade, *Ramazzottius varieornatus*. This RNA-Seq data employed low-input RNA-Seq, 30 ng of total RNA extracted from 30 individuals per sample. 

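RNA was sequenced from 3 samples of non-irradiated controls and from 3 samples at each of 8 times after 500 Gy of gamma ray (4, 6, 9, 12, 15, 18, 21 and 24 h), which gives 27 libraries of 30 animals each. The methods give a dose rate of 2008 Gy/h and 20 ng of RNA, while the sample labels give 2003 Gy/h and the data description 30 ng. The specifications table counts 24 pooled libraries, and the list of sampling times in the methods leaves out 21 h, which is in Table 1. By the methods, the libraries of 4 h and of 6 h replicates 1 and 2 had 15 cycles of PCR, those from 6 h replicate 3 to 21 h replicate 3 had 21, and those of 24 h had 23. No number of cycles is given under the name of the controls.
The authors mapped the reads to the coding sequences with bowtie2, estimated TPM, the share of a transcript among all after division by its length, with RSEM and multiplied each library by a TMM factor. The deposited table of these values holds 14532 transcripts of 13920 genes, and its columns sum to between 891312 and 1140371. TPM keeps no depth, so depth was taken from Table 1 of the paper, as the reads mapped to coding sequences. The median of the 3 libraries was 10580613 reads in the controls (range 5213237 to 14826259), 19645842 at 4 h (12349871 to 19862228) and 18664499 at 6 h (13332811 to 19447215). It was 9165576 at 9 h (3161182 to 16828096), 10168892 at 12 h (5126152 to 10652046) and 4136376 at 15 h (3135583 to 7644237). It was 7891669 at 18 h (5490802 to 17248331), 5592580 at 21 h (5043921 to 13651405) and 2369600 at 24 h (1465710 to 2612440).
As the values are not counts, groups were compared with limma on log2(value + 1), with all 27 libraries in one fit. The fit covered 12820 transcripts with a value of at least 1 in at least 3 libraries. A transcript was called at a Benjamini-Hochberg adjusted p under 0.05 and a ratio of the group means over 2 in either direction. The transcript IDs are not paired with gene names in the files used here, so the gene lists set before the data were examined (DNA repair, tardigrade protection proteins, antioxidant enzymes and others) could not be matched. As the samples are technical replicates by the paper's account, p-values measure the spread between these samples only.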

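The number of transcripts with a value above 0 ranged from 9575 in 9 h replicate 1 to 13667 in 6 h replicate 2. Over the 27 libraries it rose with the reads mapped to coding sequences (Pearson's r = 0.678, adjusted p = 0.00032; Spearman's rho = 0.787, adjusted p = 8e-05; two-sided permutation tests, adjusted over 8 p-values of 4 relations). Without the 2 libraries farthest from the median depth, r was 0.607. Among the 16 libraries with 21 PCR cycles, rho was 0.674 (adjusted p = 0.011) and r was 0.385 (adjusted p = 0.18, permutation tests). Among the 5 libraries with 15 cycles, added after the data were seen, rho was -0.2 (p = 0.78) and r was -0.114 (p = 0.71), by two-sided tests over all 120 orderings. The 3 libraries with 23 cycles were too few for a test.
A pair of libraries held fewer transcripts than others of like depth. In 9 h replicate 1 the number of transcripts was 9575 from 9165576 mapped reads, while 9 h replicate 2 had 11805 from 3161182. In 18 h replicate 2 it was 10570 from 7891669, against 11424 from 5490802 in 18 h replicate 3. In 9 h replicate 1, 80.7% of the reads mapped to the genome by Table 1, the lowest share of the 27 libraries. The methods report signs of adapter dimers in this library.

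**Figure D1:**
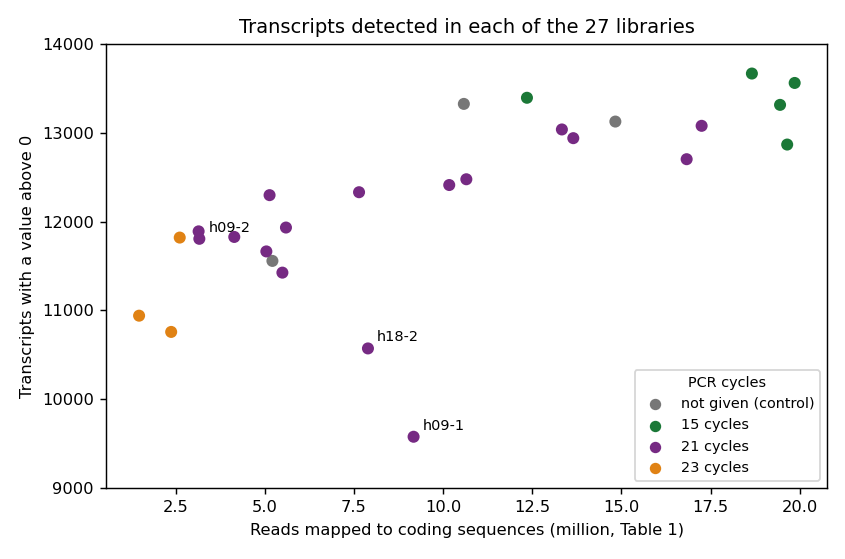
Transcripts with a value above 0 (y axis, which does not start at 0) against the reads mapped to coding sequences in Table 1 (x axis), 1 point per library, coloured by PCR cycles. The libraries 9 h replicate 1 (h09-1) with 9575 transcripts and 18 h replicate 2 (h18-2) with 10570 lie below libraries of like depth.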

Table 1 displays all RNA-Seq data obtained in this study. 

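Few transcripts differed from the controls at 4 h, and many did from 9 h on. The number of PCR cycles rose over the same times, from 15 at 4 h to 21 at 9 h and 23 at 24 h. It is not given for the controls. The controls are a single group with no sampling time given, so time on the plate is not separated from time after irradiation. At 4 h, 32 transcripts were higher than in the controls and 34 were lower. At 6 h, 84 were higher and 285 lower, and at 9 h 679 were higher and 942 lower (37 and 154 at 6 h and 460 and 649 at 9 h without control replicate 2). The number called in all was 1320 at 12 h, 894 at 15 h, 1827 at 18 h, 1259 at 21 h and 1531 at 24 h. The number of calls also changed when transcript length was taken into account. Taking out a length trend removes any change that goes with length, a response to irradiation included. Among the 1528 tested transcripts with a length in the tables used here, taking out the length trend of each library, a step added after the data were seen, changed the calls at 9 h from 179 to 63 (higher ones from 65 to 17), at 12 h from 164 to 118 (higher ones from 44 to 17), at 18 h from 243 to 122 (higher ones from 69 to 24) and at 4 h from 14 to 12. At 9 h, 12 h and 18 h, some of the calls after this step were new. Of the transcripts called before, 45 of 179 were still called at 9 h and 85 of 164 at 12 h. At 18 h 93 of 243 were still called, and at 4 h 12 of 14. At 9 h 175 of 179, at 12 h 164 of 164 and at 18 h 243 of 243 kept their direction. Their median log2 change in that direction went from 1.401 to 1.083, from 1.387 to 1.252 and from 1.373 to 1.11. They were picked for a change over 2-fold before the step, which favours a kept direction and a large remainder. The median log2 fold change of the called transcripts at 9 h was 1.22 for the higher ones and -1.66 for the lower ones. From each time to the next, 26 transcripts were called between 4 h and 6 h (all lower at 6 h), 220 between 6 h and 9 h (95 higher, 125 lower) and 8 between 9 h and 12 h. The step from 4 h to 6 h gave 15 calls with a pseudocount of 0.1, 7 with a replicate block, 6 with no filter, and 0 with only the 2 groups in the fit or with each library rescaled to the same sum. The 4 later steps gave 0 calls with limma, with 608, 960, 1043 and 1204 transcripts at an unadjusted p under 0.05, and up to 39 calls (15 h to 18 h, without 18 h replicate 1) with a library left out. With no difference at all, a share of about 0.05 of the 12820 tested would have such an unadjusted p. Over all 36 pairs of groups, 3911 transcripts of 3868 genes were called, 30.5% of those tested, and 3319 were called in at least 1 comparison with the controls.
Transcripts are named here by a rule set before the data were examined, as those with the largest mean change among the ones called in 1 direction at every time from 9 h to 24 h. The transcript g10432.t2 had values of 2.00, 2.99 and 0 in the 3 controls and 79.2 ± 24.1 at 12 h (SD, n = 3), a log2 fold change of 5.09 (standard error 0.66, limma adjusted p = 1.91e-05). At 6 h it was at 9.50 and 5.57 in replicates 1 and 2 (15 PCR cycles) and at 59.4 in replicate 3 (21 cycles). The transcript g5150.t2 was listed at 0 in 2 controls and at 0.251 in 1, and was at 31.4 ± 7.20 at 12 h (SD, n = 3), with a log2 fold change of 4.89 (standard error 0.747, limma adjusted p = 6.96e-05). It was listed at 0 in each 4 h library (15 cycles). At 6 h it was at 6.895 and 0 in replicates 1 and 2 (15 cycles) and at 31.954 in replicate 3 (21 cycles). Both genes have other transcript models, among which RSEM divides shared reads. Summed over the models of the gene, g10432 was at 73.6 ± 7.82 in the controls and 140 ± 12.3 at 12 h (SD, n = 3), a log2 fold change of 0.918 and a ratio under 2, and g5150 at 25.6 ± 6.29 and 57.6 ± 5.01, a log2 fold change of 1.165. The transcript g4251.t1 was at 118 ± 27.0 in the controls, 6.75 ± 3.65 at 4 h and 3.63 ± 1.91 at 12 h (SD, n = 3), and its log2 fold change at 12 h was -4.76 (standard error 0.843, limma adjusted p = 0.000257). The transcript g4159.t1 went from 186 ± 40.5 in the controls to 12.7 ± 3.87 at 4 h and 3.72 ± 0.901 at 12 h (SD, n = 3), a log2 fold change of -5.30 (standard error 0.609, limma adjusted p = 6.77e-06). These log2 fold changes are on the log2(value + 1) scale, which understates the change of low transcripts.
The balance of higher and lower calls depended on scaling. With the TMM factor undone (each library rescaled to the same sum), the share of higher calls went from 22.8% to 39.4% at 6 h, from 41.9% to 63.0% at 9 h, from 37.3% to 57.1% at 12 h, from 37.7% to 62.5% at 15 h and from 37.2% to 62.4% at 18 h. It went from 41.4% to 67.3% at 21 h, from 38.9% to 58.1% at 24 h and from 43.2% to 54.3% between 6 h and 9 h. The median log2 change of all tested transcripts at 9 h against the controls was -0.11 with TMM and 0.03 without.
The 6 h libraries differed in the number of PCR cycles. Against 6 h replicates 1 and 2 (15 cycles), 306 transcripts were called at 9 h (21 cycles). With a single 6 h library set against 9 h or the controls, a choice made after the data were seen, 0 were called at 9 h for replicate 1 (15 cycles), 16 for replicate 2 (15 cycles) and 0 for replicate 3 (21 cycles), with 1781, 1694 and 745 at an unadjusted p under 0.05. In these fits the lone library is assumed to vary like the other groups. Between 4 h and 6 h within 15 cycles, 3 were called. Against the controls, 110 were called in 6 h replicates 1 and 2 together, and 14, 59 and 508 in replicates 1, 2 and 3 each alone. The step from 6 h to 9 h gave 76 calls without 6 h replicate 1, 22 without 6 h replicate 2 and 401 without 9 h replicate 3. With each library left out in turn, the step from 4 h to 6 h gave 0 to 69 calls and that from 9 h to 12 h 3 to 66. At 4 h against the controls, 33 transcripts were called without control replicate 1, 38 without control replicate 3 and 30 without 4 h replicate 2, and at 6 h 191 without control replicate 2. With only the 2 groups compared in each fit, 813 were called at 9 h and 0 between 6 h and 9 h, and with no fold threshold 3461 at 9 h and 6630 in any pair.

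**Figure D2:**
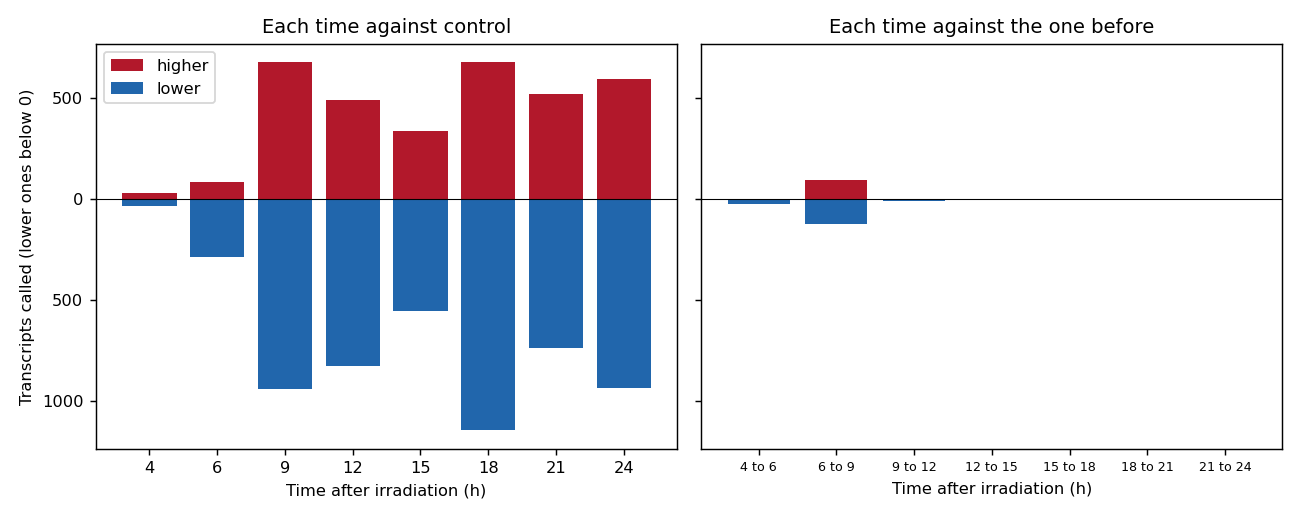
Number of transcripts called (y axis) at each time against the controls (left) and against the time before (right), with higher ones above 0 and lower ones below. At 9 h against the controls 679 were higher and 942 lower, and the 4 steps after 12 h gave 0 calls.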

The gene expression was quantified with RSEM based on the bowtie2 mapping against the coding sequences of *R. varieornatus* (Table S1), and a total of 4,138 genes was determined differentially expressed by DESeq2 (FDR <0.05, Figs. 1, S1, Tables S1–S3). 

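The part of Table S4 used here is its first 2000 of 5927 lines, with 1965 terms from the comparisons of the controls with 4 h to 18 h, the last of these in part. The enrichment was not run again, as no gene ontology annotation of the transcripts was used here, and the values below are the paper's. The terms were picked after Table S4 was seen. The paper lists protein ADP-ribosylation, a modification made at DNA breaks, among the genes higher at 4 h, with 3 of the 4 genes of the term (the paper's p = 2.9e-06). The number was 3 up to 15 h and 2 at 18 h (the paper's p = 0.025 at 18 h). Response to oxidative stress had 5 of 26 genes at 4 h, 3 at 6 h and 6 at 18 h (the paper's p = 2.9e-06, 0.0039 and 0.0066). It is not among the terms used here at 9 h to 15 h. Double-strand break repair had 3 of 18 genes higher at 4 h in the paper's table, 5 at 6 h and 8 at 9 h (the paper's p = 0.00053, 1.9e-06 and 4.6e-06), and 6 at each of 12 h, 15 h and 18 h. DNA repair had 7 of 103 genes at 6 h, 15 at 9 h, 16 at 12 h, 13 at 15 h and 20 at 18 h in the paper's table. DNA replication had 12 of 54 genes at 12 h, 10 at 15 h and 15 at 18 h (the paper's p = 8.1e-06, 1.7e-05 and 1.6e-06). Chromosome organization had 22 of 116 genes at 9 h, 29 at 12 h, 25 at 15 h and 35 at 18 h. Among the genes the paper calls lower, translation had 29 of 207 genes at 9 h, 30 at 12 h, 34 at 15 h and 58 at 18 h (the paper's p = 1e-11, 0.00011, 4.4e-10 and 1.3e-25). Superoxide metabolic process had 3 of 20 genes lower at 9 h, 7 at 12 h, 4 at 15 h and 7 at 18 h. The paper's p was 0.026, 0.0003, 0.016 and 9.1e-05 in that order. The paper's p-values are given as listed, with no adjustment over terms made here. The 4 h libraries had 15 PCR cycles, and those of 9 h to 18 h had 21. Among the 1528 transcripts with a length, the higher limma calls at 9 h had a median relative length of 2.74. The lower ones were at 0.449 (median transcript at 1). Whether cycle number or transcript length bears on these terms was not tested.
The limma lists from the deposited values, which are not the DESeq2 lists behind the paper's enrichment, differed in size by time. For transcripts higher than in the controls they held 492 at 12 h, 337 at 15 h, 679 at 18 h, 521 at 21 h and 595 at 24 h. For lower ones they held 828, 557, 1148, 738 and 936 in the same order (limma). The higher lists depended on the control libraries. Without control replicate 2 they held 310, 194, 472, 317 and 370 transcripts in that order, and without control replicate 3 624, 445, 759, 620 and 696. The lower lists held 692, 412, 905, 551 and 674 without control replicate 2. Against 4 h (15 PCR cycles), 922 transcripts were called at 9 h, 629 at 12 h and 1059 at 18 h (21 cycles each). Against 9 h, all within 21 cycles, 8 were called at 12 h, 33 at 15 h, 137 at 18 h and 27 at 21 h. Among 12 h, 15 h, 18 h and 21 h, each of the 6 pairs gave 0 calls with limma, with 608 to 1043 transcripts at an unadjusted p under 0.05. With no difference at all, a share of about 0.05 of the 12820 tested would fall there.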

Gene ontology enrichment analysis of between all-time points illustrates the transcriptomic response against the extensive stress caused by the gamma-ray exposure (Table S4). Using this data requires caution, as sampling was conducted in technical triplicates and may show less variance that may be seen between biological replicates.

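The spread between the 3 replicates differed by group. The median SD of log2(value + 1) over transcripts was 0.211 at 4 h, 0.218 at 6 h, 0.243 at 12 h, 0.246 at 15 h, 0.269 in the controls and 0.273 at 21 h. It was 0.353 at 24 h, 0.380 at 18 h and 0.413 at 9 h. Pearson's r between 2 replicates of a group, across transcripts, ranged from 0.879 (9 h) to 0.977 (4 h and 6 h), and transcripts are not independent replicates.
Each library was also set against the other 2 of its group with limma, where the lone library is assumed to vary like the other groups. By this comparison 9 h replicate 1 had 404 transcripts higher and 1078 lower. In 18 h replicate 2, 86 were higher and 252 lower, in 24 h replicate 2 56 and 111, and in 24 h replicate 3 24 and 43. In 18 h replicate 3 19 transcripts were called, and in each of the other 22 libraries 7 or fewer. Pearson's r was 0.879 and 0.886 for 9 h replicate 1 with the others and 0.953 between these, while the 24 h pairs were alike, at 0.906 to 0.923. As 3 samples against 3 allow no exact permutation p under 0.10, p-values rest on a spread that limma pools over the 9 groups and over transcripts. It is taken as equal in all groups, although the spread was widest at 9 h, 18 h and 24 h.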

**Table 1:** Summary of RNA-Seq data and mapping ratio to coding sequences and whole genome.

Sample	#reads	#reads mapped to CDS	ratio	#reads mapped to genome	ratio
Ctrl-1	27,303,730	14,826,259	54.3%	25,416,130	93.1%
Ctrl-2	18,863,864	10,580,613	56.1%	17,689,807	93.8%
Ctrl-3	10,795,407	5,213,237	48.3%	9,685,301	89.7%
h04-1	31,453,873	19,645,842	62.5%	29,682,118	94.4%
h04-2	32,246,798	19,862,228	61.6%	30,392,041	94.2%
h04-3	20,411,600	12,349,871	60.5%	19,351,873	94.8%
h06-1	30,352,146	19,447,215	64.1%	28,583,770	94.2%
h06-2	28,301,579	18,664,499	65.9%	26,789,528	94.7%
h06-3	22,361,535	13,332,811	59.6%	20,592,696	92.1%
h09-1	17,863,042	9,165,576	51.3%	14,412,898	80.7%
h09-2	4,908,154	3,161,182	64.4%	4,643,555	94.6%
h09-3	25,774,045	16,828,096	65.3%	24,305,163	94.3%
h12-1	15,646,686	10,168,892	65.0%	14,505,394	92.7%
h12-2	16,376,288	10,652,046	65.0%	15,524,500	94.8%
h12-3	7,603,714	5,126,152	67.4%	7,123,186	93.7%
h15-1	11,404,989	7,644,237	67.0%	10,797,238	94.7%
h15-2	5,350,675	3,135,583	58.6%	5,085,119	95.0%
h15-3	8,434,690	4,136,376	49.0%	7,357,727	87.2%
h18-1	26,921,173	17,248,331	64.1%	25,722,001	95.5%
h18-2	13,173,806	7,891,669	59.9%	12,474,527	94.7%
h18-3	10,338,694	5,490,802	53.1%	9,735,742	94.2%
h21-1	12,790,261	5,043,921	39.4%	11,930,133	93.3%
h21-2	12,981,419	5,592,580	43.1%	12,313,889	94.9%
h21-3	25,342,537	13,651,405	53.9%	23,989,463	94.7%
h24-1	4,193,581	2,612,440	62.3%	4,012,806	95.7%
h24-2	5,020,493	2,369,600	47.2%	4,700,011	93.6%
h24-3	3,461,282	1,465,710	42.3%	3,218,528	93.0%

**Fig. 1:**
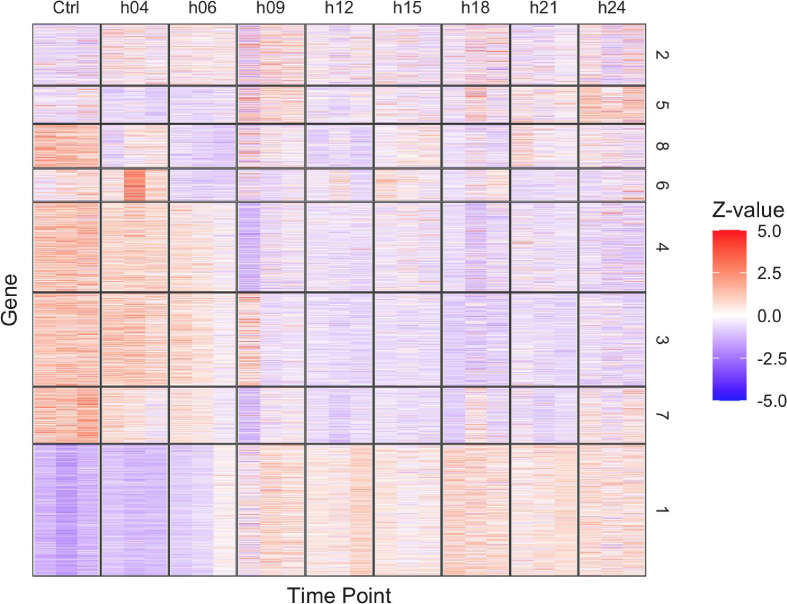
Expression profile of gamma ray response.

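The libraries were placed on a line from the mean of the controls (0) to the mean of 12 h (1), over the 1200 transcripts called between these groups in a fit without 4 h and 6 h. This line was chosen after the data were seen. A line set beforehand, from 4 h to 12 h over 587 transcripts, put the controls above 0, at 0.046 to 0.194. On the line from the controls, the 4 h libraries lay at 0.269 to 0.399. At 6 h, replicate 1 (15 cycles) lay at 0.399, replicate 2 (15 cycles) at 0.495 and replicate 3 (21 cycles) at 0.809. The libraries of 9 h to 21 h (21 cycles) lay at 0.748 to 1.032. The widest range within any group other than 6 h was 0.16. On the line from 4 h, the 6 h replicates 1, 2 and 3 lay at 0.206, 0.280 and 0.642, above the 4 h libraries (-0.069 to 0.055) and below those of 9 h to 21 h (0.724 to 1.048). On a line from the controls to 21 h, replicate 3 lay at 0.785 and the lowest library of 9 h to 21 h at 0.798.

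**Figure D3:**
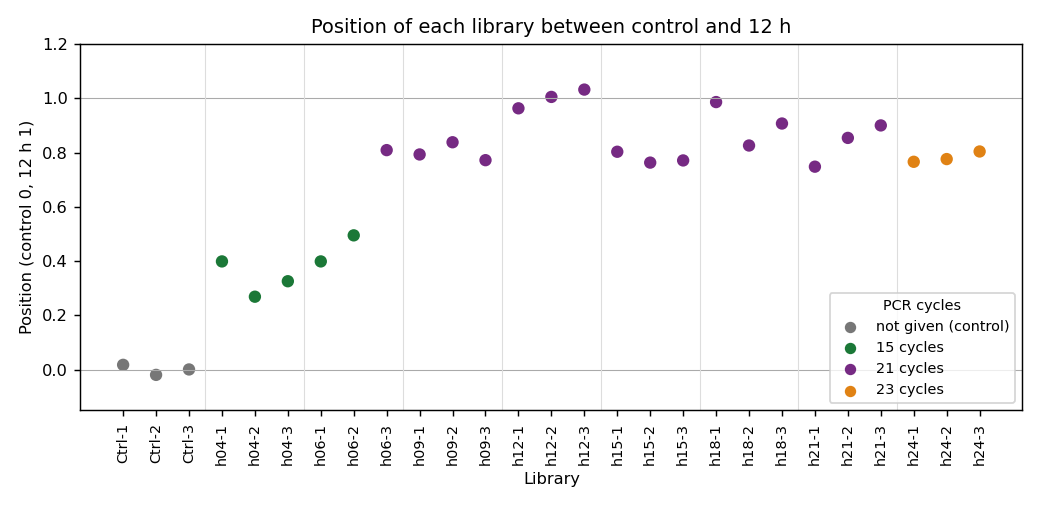
Position of each library (y axis) on the line from the controls (0) to 12 h (1), 1 point per library, coloured by PCR cycles. The libraries with 15 cycles lie from 0.269 to 0.495 and 6 h replicate 3 (h06-3, 21 cycles) at 0.809.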

TMM-normalized TPM values of differentially expressed genes were Z-scaled and visualized as a heat map. 

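The 3911 called transcripts fell mainly into groups that changed between 4 h and 9 h. In the largest of 8 clusters, of 939 transcripts, the mean Z over libraries was -1.40 in the controls, -1.06 at 4 h, -0.41 at 6 h and 0.59 at 9 h, and it lay between 0.14 and 0.67 from 12 h to 24 h. At 6 h this cluster was at -0.774 and -0.595 in replicates 1 and 2 (15 cycles) and at 0.14 in replicate 3 (21 cycles). The clusters of 928 and 856 transcripts went the other way, from 1.19 and 0.99 in the controls to -0.48 and -0.60 at 24 h. They differed in 9 h replicate 1, at -1.20 in the cluster of 928 and at 0.72 in that of 856, while the other 9 h libraries were below 0 in both. A cluster of 451 transcripts was at 1.51 in the controls, 0.45 at 4 h, -0.69 at 12 h and 0.175 at 24 h. A cluster of 190 was at -0.68 in the controls, 1.07 at 9 h and 0.038 at 24 h. A cluster of 214 was at 1.02 in the controls, -0.94 at 6 h, 0.347 at 9 h and 0.338 at 24 h. A cluster of 188 transcripts was at 2.54 in 4 h replicate 2, against 0.38 and 0.70 in the other 4 h libraries. The smallest held 145 transcripts. Clusters were cut from the same 27 libraries, by 1 minus the Spearman correlation and the ward.D2 form of Ward's method, so no p-value applies to their profiles. With the ward.D form, the smallest cluster held 260 transcripts and 70.4% of transcripts stayed in the matching cluster. With clusters cut from the means of the 9 groups, 55.8% did, and the largest and smallest held 840 and 170 transcripts.

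**Figure D4:**
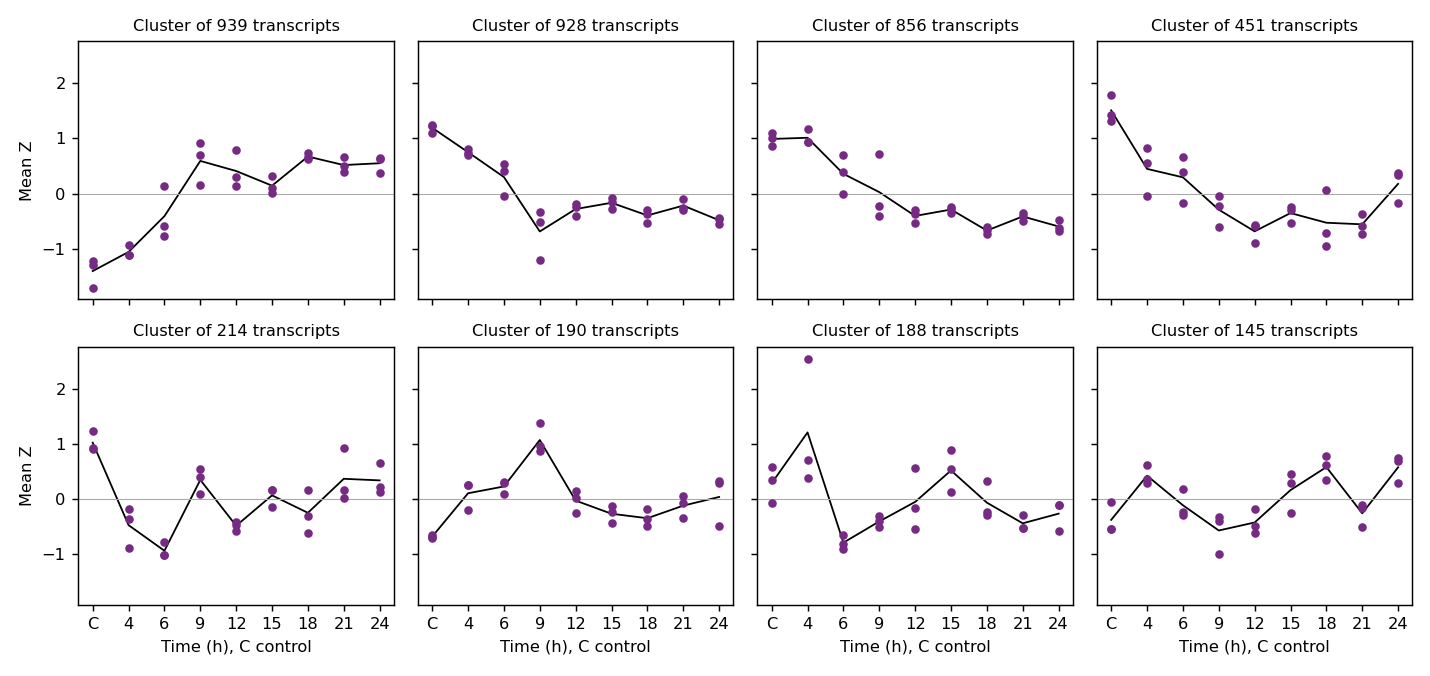
Mean Z (y axis) of the transcripts of each of 8 clusters in each library (points) and as the mean of the 3 libraries (line), by time after irradiation (x axis, C for controls). The cluster of 939 transcripts goes from -1.40 in the controls to 0.59 at 9 h.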

The spearman correlation between each gene were clustered into 8 clusters with the Ward method, indicated by the numbers on the right end of the plot. Ctrl: Non-irradiated controls, h04-h24: samples from 4h-24h post exposure.

## 2 Experimental Design, Materials and Methods

### 2.1 Low-input time-course RNA-Seq

Tardigrades were reared based on the method established by our previous study [1]. *R. varieornatus* were placed on 90 mm plastic plates layered with 2% volvic agar at 22 °C and fed with *Chlorella vulgaris*. Culture plates were transported to Japan Atomic Energy Agency (JAEA), Takasaki Advanced Radiation Research Institute, and were incubated at 22˚C for more than 12 hours to eliminate the effects of the transportation. 2,000 tardigrades were suspended in two 1.5 mL tubes and filled with 100 µL of distilled water. These tubes were then irradiated with 500 Gy of ^60^Co gamma ray, at a dose rate of 2,008 Gy/hour at a distance of 63 cm from the ^60^Co source. The content of each tubes was spread over a 90 mm agar layered plate and incubated at 22 °C until further sampling. At each sampling point (4h, 6h. 9h, 12h, 15h, 18h, 24h), 30 animals were randomly sampled with 10 µL Pipettes with the least water as possible, and placed into 200 µL tubes containing 150 µL of TRIzol (Life Technologies, 3 technical replicates per condition), and were preserved at −20 °C.

Total RNA was extracted with Direct-Zol (Zymo Research) and 20 ng of total RNA was submitted to cDNA synthesis, sequencing adaptor and index ligation, PCR amplification using NEBNext Ultra RNA Kit (New England BioLabs Japan) according to manufacture protocol. RNA was extracted at least within 1 week of irradiation. The cDNA was amplified by at least 15 cycles of PCR (h1-1~h6-2: 15 cycles, h6-3~h21-3: 21 cycles, h24-1~h24-3: 23 cycles). The quality of the nucleic acids was validated with Nanodrop (Thermo Scientific) and quantified by Qubit RNA High Sensitivity or dsDNA Broad Range (Life Technologies). The library length distribution was validated by Tapestation D1000 (Agilent). Since sample h09_1 showed signs of adapter dimers, the pooled samples were size selected for the main band. Sequencing was performed with NextSeq 500 (Illumina) following manufacturer's instructions, using NextSeq 500 High Output Kit (75bp single end). Raw reads were de-multiplexed by bcl2fastq v2.15.0.4 (Illumina) and each sequencing lane were merged. Each sample were validated with FastQC v0.11.2 [2].

### 2.2 Informatics analysis

Gene expression was quantified with RSEM using the align_and_estimate_abundance.pl utility from the Trinity suite v2.11.0 [3] using the *R. varieornatus* coding sequence [4]. Reads were also mapped to the genome with bwa MEM v0.7.12-r1039. The raw mapped counts were tested for differential expression with DESeq2 v1.22.2 [5] and genes with FDR <0.05 and fold change above 2 were called as differentially expressed genes. Gene expression profiles were clustered by Ward method based on the spearman's correlation and was visualized as a heatmap with ggplot2. A gene ontology enrichment analysis was performed for each time point with GOstat v2.48.0 [6], and terms with a single observation was excluded. G-language Genome Analysis Environment v1.9.1 [7,8] were used for sequence manipulation and data parsing.

## Ethics Statement

All experiments were conducted following the Japanese law and guidelines from The Science Council of Japan, as well as the Ministry of Education, Culture, Sports, Science and Technology (MEXT) of Japan.

## CRediT Author Statement

**Yuki Yoshida:** Conceptualization, Data curation, Formal analysis, investigation, Methodology, Validation, Visualization, Writing - original draft, Writing - review & editing; **Daiki D. Horikawa:** Methodology; **Tetsuya Sakashita:** Methodology; **Yuichiro Yokota:** Methodology; **Yasuhiko Kobayashi:** Supervision; **Masaru Tomita:** Supervision, Resources; **Kazuharu Arakawa:** Conceptualization, Funding acquisition, Project administration, Resources, Writing - review & editing.

## Declaration of Competing Interest

The authors declare that they have no known competing financial interests or personal relationships which have or could be perceived to have influenced the work reported in this article.

## Appendix Supplementary materials

Image, application 1

Image, application 2

## Footnotes

Supplementary material associated with this article can be found in the online version at doi:10.1016/j.dib.2021.107111.

How the deposited data were processed for this re-analysis (not part of the article)

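RNA of 30 animals per sample was sequenced from non-irradiated R. varieornatus and at 8 times after 500 Gy of gamma ray, with 3 technical replicates per group and 27 libraries in all. The authors mapped 75 bp single-end reads with bowtie2 to the coding sequences, estimated TPM per transcript with RSEM through Trinity 2.11.0, and scaled libraries with TMM. The deposited signal values are these TMM-normalized TPM values of 14532 transcripts. Library sums differ because of the TMM factor. The authors tested counts with DESeq2, and the deposited table holds no counts. Tables S1 and S2 were used for their first 1999 of 14532 rows, Table S3 for 1999 of 378645 and Table S4 for 2000 of 5927 lines. In Table S2 the values matched the deposited ones, with a largest difference of 0.

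Values were taken as log2(value + 1) and fitted in R 4.3.3 with limma 3.58.1 (group means of 9 groups, trend, Benjamini-Hochberg adjustment per comparison). The 12820 transcripts (12353 genes) with a value of at least 1 in at least 3 libraries were tested, and calls needed an adjusted p under 0.05 and a ratio of group means over 2 in either direction. All 36 pairs of groups were compared. Named transcripts were those with the largest mean rise and fall among the ones called in 1 direction at every time from 9 h to 24 h, at most 2 each, since the IDs matched no gene names in the sources used here. The fit was tested on simulated data for 12 h against control, with 200 of 12820 transcripts changed. It recovered 80% of the 3-fold changes and 93% of the 6-fold changes, with 5 false calls among 178. The changed transcripts were taken only from those with higher control values. The noise was normal, with the same SD for a transcript in every group. These rates therefore do not carry over to low transcripts or to groups with a wider spread. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

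Depth was taken from Table 1, as the deposited TPM values keep none, and detection was set against it by permutation tests. The spread between replicates, clusters of the called transcripts and the place of each library between groups were described with no test. A relative effective length (median transcript at 1) was computed as count over TPM from the rows of Tables S1 and S2 used here, for 1528 of 1667 tested transcripts (91.7%). It was set against changes by a permutation test across transcripts, and its trend per library (loess, span 0.5) was taken out. The alternatives were each 6 h library alone against 9 h or the controls, another pseudocount, no filter, 2-group fits, no TMM factor, a replicate block, each library left out, no fold threshold, the fold on the log scale, summed isoforms, 6 h replicate 3 as a group of its own, other clustering and other lines. No gene ontology enrichment or overlap with the paper's tables was run, since the annotation was not used here and the tables were used in part.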

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

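The tests of cycle number, time and reads on the lines from the controls (the line from 4 h was set beforehand), and that of library positions after the length correction, were chosen after the results were seen. The length correction was added after the data were seen, with its bounds written before its result; the reading of the whole cause below goes against these bounds and was chosen after it.

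Of the transcripts higher than in the controls at 4 h, some were lower than in the controls later, with the difference between the 2 times also called by limma. They numbered 3 at 12 h, 2 at 15 h, 3 at 18 h, 3 at 21 h and 4 at 24 h, and these are 4 distinct transcripts. In 1 of them the control mean was 287 ± 52.5 (SD, n = 3), the 4 h libraries were at 608, 770 and 579, and the 24 h mean was 81.9 ± 13.4 (SD, n = 3). They were picked out after their values were seen, and their IDs carry no gene names.

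The early libraries (4 h and 6 h) differed from those from 9 h on, and the number of PCR cycles changed within the 6 h group. Fewer reads in the later libraries do not account for this, since the 3 later libraries as deep as the early ones in Table 1 had a median position of 0.9 (range 0.772 to 0.986). Cycle number and time after irradiation alone cannot be told apart, because a single library separates them and the lines differ. On the line from the controls, 6 h replicate 3 (21 cycles) lay at 0.809, within the later libraries (0.748 to 1.032) and above 0.655, which is its highest group partner (0.495) plus the widest range within another group (0.16). On the line set beforehand it lay at 0.642, below the later libraries (0.724 to 1.048), and replicates 1 and 2 (15 cycles), at 0.206 and 0.28, lay above the 4 h libraries (-0.069 to 0.055). The 4 h libraries set the 0 of that line, and the controls lay above 0 too, at 0.046 to 0.194. Toward 21 h, 6 h replicate 3 lay at 0.785, with the lowest later library at 0.798, and toward 18 h at 0.677, with the lowest at 0.668. So both stay open.

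A dependence on transcript length went with the same difference. Across 1528 transcripts, effective length correlated with the change from 6 h replicates 1 and 2 to replicate 3 (Spearman's rho = 0.365, 95% range 0.317 to 0.415). It also correlated with the change from 4 h to 12 h (rho = 0.433, permutation p = 1e-04 for each, the smallest that these permutations can give). The range and p are over transcripts, which are not independent replicates, and do not measure the spread between libraries. The log2 median of the longest of 3 equal groups of transcripts minus that of the shortest was taken relative to the mean over libraries. It was -0.395 and -0.326 in 6 h replicates 1 and 2 and 0.073 in replicate 3. Within a group it ranged from -0.93 to -0.529 in the controls and from 0.137 to 0.54 at 9 h. After the length trend was taken out, 41 of the 89 transcripts called between 4 h and 12 h, with a fold over 2 on the log2 scale, were still called, or 46.1%. The bounds written before that test read under 50% as length being the whole cause and over 80% as not, but a whole cause would take the changes to about 0. All 89 kept their direction, with a median log2 change in that direction of 1.483 before (quartiles 1.188 and 1.93) and 1.33 after (0.917 and 1.708). These transcripts were picked for a change over 2-fold before the correction, which favours a kept direction and a large remainder. Called anew on the corrected values, 51 transcripts differed between 4 h and 12 h (10 higher, 41 lower). Of the 48 calls that ended, 29 had a fold under 2 after the correction and 19 only an adjusted p above 0.05. In the other comparisons, the number still called was 12 of 14 at 4 h against the controls, 45 of 179 at 9 h, 85 of 164 at 12 h, 93 of 243 at 18 h and 8 of 26 between 6 h and 9 h. In the direction it had before, the median log2 change went from 1.401 to 1.083 at 9 h, from 1.387 to 1.252 at 12 h, from 1.373 to 1.11 at 18 h, and from 1.53 to 1.33 between 6 h and 9 h, where 13 of the 18 calls ended by the adjusted p alone. The higher calls went from 65 to 17 at 9 h, from 44 to 17 at 12 h and from 69 to 24 at 18 h, and all calls from 179 to 63, from 164 to 118 and from 243 to 122. The positions used the 154 transcripts called between the controls and 12 h before the correction, in a fit without 4 h and 6 h. These were again picked for their change before it. With the scale unchanged, the lowest library of 9 h to 21 h went from 0.69 to 0.58, and the highest of 4 h and 6 h replicates 1 and 2 from 0.398 to 0.354. The gap of 0.226 between them is wider than the widest range within a group other than 6 h (0.207). With 51 calls left on the corrected values, a length trend of this form was not the whole cause of the difference, for the transcripts with a length. A part in it stays open. The correction would also take out a response to irradiation that differs with length.

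The libraries 9 h replicate 1 and 18 h replicate 2 held fewer transcripts than their depth would give. Of transcripts expected at 20 or more counts from the other replicates, 7.39% were listed at 0 in 9 h replicate 1 and 2.23% in 18 h replicate 2, which sampling of reads alone does not give. Few distinct RNA molecules before amplification may be the cause, since the share among genes with a single transcript model was 6.14% and 1.04%, against at most 0.22% in the other libraries. The paper reports signs of adapter dimers in 9 h replicate 1, which was not tested as an explanation and stays open. No biological explanation was tested for these single libraries.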

How the results depend on the processing

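The lines from the controls, the single 6 h libraries against 9 h or the controls and the joint removal of 9 h replicate 1 and 18 h replicate 2 were chosen after the data were seen; the other settings were set before. The 4 named transcripts kept their direction and an adjusted p under 0.05 under each setting run for them, but with isoforms summed per gene the log2 fold changes fell to 0.918 for g10432, which is no longer called, and 1.165 for g5150. The cause of the changes below was not tested, except where fewer samples in a fit or a wider criterion make it plain.

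With no fold threshold, calls numbered 5879 in any comparison with the controls, 6630 in any pair, 1114 at 6 h, 3461 at 9 h, 3199 at 12 h, 2597 at 15 h, 3816 at 18 h, 2957 at 21 h, 3341 at 24 h and 514 between 6 h and 9 h. With only the 2 groups compared in each fit, 813 were called at 9 h, 0 for each of the first 3 steps (4 h to 6 h, 6 h to 9 h and 9 h to 12 h), and 1 each for 12 h to 15 h and 18 h to 21 h. The step from 4 h to 6 h went from 26 calls to 15 with a pseudocount of 0.1, 6 with no filter, 0 with each library rescaled to the same sum and 3 with 6 h replicate 3 as a group of its own. That last setting gave 110 calls at 6 h against the controls and 0 between 6 h replicate 3 and 9 h. With 6 h replicates 1, 2 and 3 each alone against 9 h, calls were 0, 16 and 0, and against the controls 14, 59 and 508, where the lone library is assumed to vary like the other groups. Without 9 h replicate 1 and 18 h replicate 2, calls were 114 at 4 h, 16 between 9 h and 12 h and 12 between 21 h and 24 h.

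With a replicate block, the step from 4 h to 6 h gave 7 calls, and the union over pairs 3856; every other count stayed within 1.5 times. Same-numbered libraries of different groups did not deviate together (mean correlation -0.006 over 108 pairs, 2 of them over 0.1), and 7 of 27 libraries correlated best with their own number, so the replicate block rests on numbers only.

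Leaving out each library in turn gave 2430 to 3638 calls in any comparison with the controls and 3321 to 4281 in any pair. Against the controls the ranges were 30 to 57 at 4 h, 110 to 413 at 6 h, 1109 to 1831 at 9 h, 1002 to 1327 at 12 h, 606 to 884 at 15 h, 1377 to 1817 at 18 h, 868 to 1216 at 21 h and 1044 to 1628 at 24 h. The steps ranged from 0 to 69 (4 h to 6 h), 22 to 401 (6 h to 9 h), 3 to 66 (9 h to 12 h), 0 to 1 (12 h to 15 h), 0 to 39 (15 h to 18 h), 0 to 26 (18 h to 21 h) and 0 to 26 (21 h to 24 h). At 4 h the count was 33 without control replicate 1, 38 without control replicate 3 and 30 without 4 h replicate 2, and at 6 h it was 191 without control replicate 2 and 110 without 6 h replicate 3. The step from 4 h to 6 h gave 69, 0 and 2 calls without 4 h replicates 1, 2 and 3, and 41, 1 and 3 without 6 h replicates 1, 2 and 3. That from 9 h to 12 h gave 3 without 9 h replicate 1, 9 h replicate 2 or 12 h replicate 2, and 66 without 9 h replicate 3. Of the steps with 0 calls, 12 h to 15 h gave 1 without 12 h replicate 2, 15 h to 18 h gave 1 without 15 h replicate 3 and 39 without 18 h replicate 1, 18 h to 21 h gave 26 without 18 h replicate 1, and 21 h to 24 h gave 26, 6 and 6 without 24 h replicates 1, 2 and 3.

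The smallest cluster held 260 transcripts with ward.D. On the line from the controls to 12 h the 6 h replicates lay at 0.399, 0.495 and 0.809, on that to 18 h replicates 1 and 2 at 0.312 and 0.419, and on that to 21 h all 3 at 0.337, 0.44 and 0.785. Detection at a value of at least 1 gave a rho of 0.374 with depth among libraries with 21 cycles (permutation test, adjusted p = 0.18). With a pseudocount of 0.1 the median SD was 0.236 at 4 h, 0.267 at 12 h, 0.27 at 15 h, 0.438 at 18 h, 0.301 at 21 h and 0.377 at 24 h. Over transcripts with a mean of at least 10 it was 0.211 in the controls, 0.161 at 4 h, 0.186 at 12 h, 0.187 at 15 h, 0.297 at 18 h, 0.212 at 21 h and 0.28 at 24 h. The 24 h libraries had the fewest mapped reads, at 1465710 to 2612440, and what this depth limits was not tested by group.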

Other observations

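The transcripts called against the controls differed in length by direction, in the rows of Tables S1 and S2 used here. At 9 h the higher ones had a median relative length of 2.74 and the lower ones 0.449 (median transcript at 1), and at 18 h 2.41 and 0.469. At 4 h they were at 0.953 and 0.701, over 9 and 5 transcripts. Relative to the mean over libraries, the median of the longest of 3 equal groups of transcripts minus that of the shortest lay at -0.93 to -0.529 on the log2 scale in the controls, -0.572 to -0.326 in the libraries with 15 cycles, 0.073 in 6 h replicate 3, and 0.052 to 0.54 in the other libraries with 21 or 23 cycles.

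Other groupings of the same libraries gave fewer calls. Over 100 random regroupings of 27 libraries into 9 groups of 3, the real grouping included, 1 reached 3911 calls in any pair and the highest other gave 1769. For any comparison with the controls, 1 reached 3319 and the highest other gave 381. So chance can be excluded for both unions, in the sense of a random grouping of these libraries. The regroupings mix libraries of different PCR cycles, so they do not separate irradiation from differences in processing between groups.

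For single comparisons, 3 libraries against 3 make 10 splits, too few for a share under 0.05. The real split was the only 1 of 10 to reach its count at each time against the controls. The real count and the highest other were 66 and 1 at 4 h, 369 and 1 at 6 h, 1621 and 18 at 9 h, 1320 and 0 at 12 h, 894 and 1 at 15 h, 1827 and 1 at 18 h, 1259 and 1 at 21 h, and 1531 and 4 at 24 h. For the steps they were 26 and 4 between 4 h and 6 h, 220 and 57 between 6 h and 9 h, and 8 and 1 between 9 h and 12 h, again 1 of 10. The 57 came from the split that sets 6 h replicates 1 and 2 with 9 h replicate 1 against 6 h replicate 3 with the other 9 h libraries. The 4 later steps had 0 real calls with limma (608, 960, 1043 and 1204 at an unadjusted p under 0.05), so all 10 splits gave as many, and the highest other gave 2, 1, 2 and 6.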
